A study of Mus musculus with 4 samples. Its data were reported in "Redistribution of PU.1 partner transcription factor RUNX1 binding secures cell survival during leukemogenesis" (2024).

How the data were processed

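Lineage-negative c-Kit+ bone marrow cells of 2 URE and 2 WT mice were profiled by 10x Chromium v3 single-cell RNA-seq, with 1 library per mouse. The genotype and replicate of each library were taken from its title. The labels state neither sex nor a shared day or batch, and the shared replicate numbers make only 2 pairs, so the mice were treated as unpaired. The study describes littermates, and replicates of each condition on every day of experiments that took several days, so a shared block is possible. The deposited count matrices hold expected counts, that is UMI counts per gene and cell as estimated by the authors with salmon-alevin against the spliced and intronic GENCODE transcriptome of GRCm38 with the genome as decoy, of which the spliced counts were kept. The versions of salmon-alevin and of the tools for normalization and integration were not given in the study's text, which refers to its code documentation for them. Of the nonzero values, 14.6% were not whole (tolerance 1e-06). The deposited normalized matrix holds log2 values, which the authors made by dividing counts by a size factor per cell, a ratio from deconvolution rescaled between samples, and adding 1. The authors integrated the samples, clustered cells, clustered them again on variable genes without cell cycle genes, removed low-quality cells, doublets and dendritic cells expressing much Cd74, and computed a pseudotime, a score without unit in the deposited cell table, along the neutrophil trajectory. Their cluster labels and pseudotime were used as given.

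The filtered set held 20170 of 28074 unfiltered barcodes. Totals per mouse ranged from 77283185 to 122083807 counts, and median depth from 17006 to 18973 UMIs per cell. A gene was counted as detected in a cell from 0.5 estimated UMIs. Counts were summed per mouse over the cells of each cluster and rounded, and C4 was left untested because a mouse needed at least 20 cells. Genes detected in at least 10% of the cluster's WT or URE cells were tested with edgeR 4.0.16 (quasi-likelihood test, TMM, Benjamini-Hochberg adjusted p under 0.05) in R 4.3.3, with genotype as the single term and no covariate. The SE is the absolute log2 change divided by the square root of the F statistic. Where a gene had 0 counts in a genotype, the fold is a lower bound from a floor of 3 counts over the group, and where it had 1 to 3 counts the ratio is given with an exact binomial 95% interval, which covers counting error only. The difference of the effect between C1 and another cluster was tested with mouse as a block. Numbers of cells per cluster were tested with edgeR without a trend, with the mouse's total of cells as offset.

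Lists of genes were tested with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01, beside an estimated correlation and fry. The 25 lists covered neutrophil granules, monocytes and macrophages, stem cells, lymphoid cells, erythroid cells, megakaryocytes, basophils and mast cells, eosinophils, dendritic cells, cytokine receptors, JAK-STAT signalling, autophagy, lysosomes, apoptosis, S phase, G2 and M phase, genes the study's text singles out from its screen, genes it names as lower, myeloid transcription factors, interferon-induced genes, handling stress, mature B cells, T and NK cells, tissue macrophages and stroma, and sex-linked transcripts. The lists, the tests, the alternatives and the rule for named genes were fixed before the data were examined. By that rule the text names Spi1, the 8 genes with the largest rise and the 8 with the largest fall in C1, C2 and C3 (4 in C5, C6, C7 and C8) among those past the threshold, detected in at least 25% of cells of the higher genotype and with both URE mice on the same side of both WT mice, leaving out predicted, mitochondrial and ribosomal genes. The rule adds up to 4 members of each list and every gene of the lists drawn from the study's text, of which the text names only part. Ctsg in C1 and Lyz2 in C3 stand outside that rule and were chosen after their values were seen, as were the genes picked among named genes to show the difference between C1 and C3 and the tests of explanations other than those of the whole granule list. Each list score is the mean over members of log2(counts per 10000 + 1), averaged over a mouse's cells. A barcode was called dendritic-like with Cd74 and at least 2 of 10 further markers. In a test on simulated data made from C1, C2 and C3 with 200 genes changed, edgeR recovered 5.37%, 7.76% and 4.48% of genes changed 1.5-fold, 56.4%, 57.0% and 53.4% of those changed 2-fold and 99.7%, 99.1% and 99.1% of those changed 4-fold, and 12.9%, 15.0% and 16.0% of calls were false. The mean of 123 calls in simulated C1 was far below the 811 in the data, so these false shares do not carry over to the data. Without the filter on detection 41.8% of calls were false in C1, in a single simulated set.

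Alternatives were DESeq2 1.42.0, its size factors within edgeR, library size only, no filter or filterByExpr, equal cells and depth per mouse, the replicate number as a block, stricter thresholds, the cells of C1 under its median pseudotime, and leaving out each mouse. With a mouse left out, the lone mouse of its genotype was assumed to vary like the other group. For shares of cells they included reassignment of every cell by a nearest-centroid classifier on marker genes not called between the genotypes. The classifier gave the authors' label for 86.3% to 88.0% of a mouse's cells, but for 62.1% of URE cells and 54.7% of WT cells of C2 and 57.1% of URE cells of C5. A fixed gene annotation (GENCODE vM21 of the same assembly) gave the position of Spi1. Single cells were handled with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.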

Results

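Single-cell RNA-seq was performed on lineage-negative c-Kit+ bone marrow cells, the immature fraction that holds hematopoietic stem cells and progenitors, from 2 wild-type (WT) and 2 URE mice. URE mice lack an upstream enhancer of Spi1 on both alleles. Spi1 encodes PU.1, a transcription factor that directs stem cells and progenitors into the myeloid lineages. The filtered set held 20170 cells and 54359 genes in 8 clusters. URE replicate 1 gave 4574 cells with 86653367 counts and a median of 18324 UMIs per cell. URE replicate 2 gave 6264 cells with 122083807 counts and a median of 18973. WT replicate 1 gave 4928 cells with 94102478 counts and a median of 18088. WT replicate 2 gave 4404 cells with 77283185 counts and a median of 17006. By the study's annotation, C1 held stem cells and early progenitors, C2 an intermediate stage, C3 neutrophil progenitors, C4 the later preNeu stage, C5 monocyte progenitors, C6 basophil progenitors, C7 megakaryocyte progenitors and C8 erythroid progenitors. C4 held 150 and 371 cells of URE replicates 1 and 2 but 3 and 7 cells of WT replicates 1 and 2, so its genes were not tested. Xist, the transcript that silences an X chromosome in females, stood at 0 CPM in C1 of WT replicate 2 and at 2448, 2449 and 3731 in WT replicate 1, URE replicate 2 and URE replicate 1. By Xist, WT replicate 2 was male and the other mice female, so sex was not balanced between the genotypes. As this split lies inside the WT pair, the test between the genotypes could hardly call a sex-linked transcript. None of the 2 measured in C1 passed, which does not show that sex had no part. Below, changes are URE minus WT on the log2 scale, with the standard error (SE) of the edgeR fit and 2 mice per genotype.

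The first comparison asked how far loss of the enhancer lowered Spi1 in each cluster. Spi1 fell in all 7 clusters tested, and the level left relative to WT was lowest in C1. There it stood at 3.76 ± 1.30 against 149 ± 20.6 CPM (SD, n = 2 mice per genotype), or 2.52% of the WT level (1.90% and 3.13% in the mice). The URE level was 9.19% of WT in C2, 19.5% in C3, 21.0% in C4, 30.5% in C5, 23.6% in C6, 10.6% in C7 and 14.2% in C8. Spi1 lies on chromosome 2 from 91082390 to 91115756 of GRCm38. It fell by 5.30 (SE 0.24) in C1, by 3.50 (SE 0.23) in C2, by 2.44 (SE 0.19) in C3, by 1.77 (SE 0.21) in C5, by 2.13 (SE 0.19) in C6, by 3.27 (SE 0.19) in C7 and by 2.88 (SE 0.26) in C8. The adjusted p lay between 0.00131 and 0.0251. In C8 the adjusted p was 0.188 without URE replicate 1 and 0.211 without URE replicate 2. The log2 fall in C1 exceeded that in every other tested cluster by a test within mice. The difference was 1.79 in C2, 2.89 in C3, 3.42 in C5, 3.15 in C6, 1.97 in C7 and 2.31 in C8, with p adjusted over these 6 tests of at most 0.000482. In C1 a Spi1 UMI was seen in 3.35% and 5.24% of URE cells and in 75.5% and 78.7% of WT cells. In the erythroid cluster C8, URE cells showed 3.84% and 4.06% and WT cells 28.7% and 24.6%, so the share in URE cells of C1 was near the level in a lineage with little Spi1. URE replicates 1 and 2 held 0.0359 and 0.0642 Spi1 UMIs per cell in C1, 0.0633 and 0.0946 in C7 and 0.0411 and 0.0422 in C8. The differences of C7 and C8 from C1 therefore rest on URE levels near a floor over unlike WT levels, and do not show that the enhancer's loss acted differently there. Median depths were 11361 and 12140 UMIs in URE and 10653 and 9371 in WT cells of C1, and 14592 and 18010 in URE and 18449 and 22562 in WT cells of C8. An exact permutation test of 2 against 2 mice cannot go below p = 0.333.

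**Figure D1:**
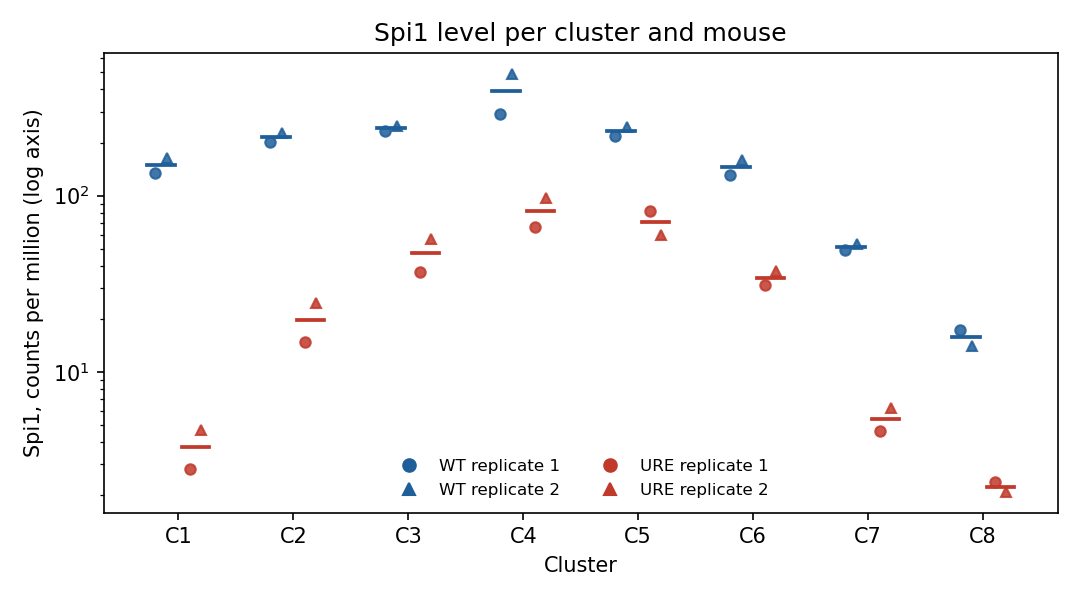
Spi1 in CPM (log axis) for each cluster, with a point per mouse and a bar at the mean of each genotype. Both URE mice lie below both WT mice in all 8 clusters, with the widest gap in C1 (3.76 against 149 CPM on average).

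In C1, which holds the stem cells, 811 of 8665 genes changed, 353 up and 458 down. Part of the granule and antimicrobial genes of neutrophils stood higher in URE cells, whereas part of the genes of monocytes, lymphoid progenitors, cytokine receptors and the interferon response stood lower. No list of genes passed in any cluster once the correlation between its genes was estimated. A list could hardly pass in that setting at 2 mice per genotype, so it cannot decide whether the calls hold. The 8 largest rises were in Gzmb, which encodes the cytotoxic protease granzyme B, by 7.74 (SE 0.82), Qrfp, a neuropeptide precursor, by 7.54 (SE 0.33), Trat1, an adaptor of the T cell receptor, by 6.96 (SE 0.42), and Apob, the apolipoprotein of low-density lipoprotein, by 6.96 (SE 0.36). They were followed by the orphan receptor gene Gpr141 by 6.65 (SE 0.69), Camp, the antimicrobial cathelicidin, by 6.52 (SE 0.38), the granule protein gene Ngp by 5.99 (SE 0.45), and Scin, which encodes an actin-severing protein, by 5.90 (SE 0.41). Gzmb stood at 132 ± 43.9 against 0.720 ± 1.02 CPM (SD, n = 2 mice per genotype). WT replicate 1 held 0 counts of Gzmb and Gpr141 in C1, so their sizes are loose, from 6.49 to 14.06 and from 5.40 to 11.98 with 1 mouse left out. The largest falls were in Ms4a6c, a membrane protein gene of the monocyte lineage, which fell by 9.06 (SE 0.25), Rnase6, an antimicrobial ribonuclease, which fell by 7.21 (SE 0.39), Pcp4l1, which fell by 6.71 (SE 0.76), and Shisa8, which fell by 6.30 (SE 0.56). Next came Wfdc17, which fell by 6.03 (SE 0.50), BC035044, which fell by 5.45 (SE 0.22), Spi1 itself, and Hbb-bt, an adult beta globin, which fell by 5.29 (SE 0.83). Fewer genes passed without URE replicate 1 (279) or without URE replicate 2 (329). The call of Pcp4l1 was lost without URE replicate 1 (adjusted p = 0.0511), and that of Hbb-bt without URE replicate 1 (adjusted p = 0.111) or URE replicate 2 (adjusted p = 0.0818).

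Of the 16 measured genes of the neutrophil granule list, 8 rose and 2 fell in C1 (10 and 4 adjusted over the list alone), and the list ranked high (camera adjusted p = 3.17e-10, adjusted p = 0.232 with an estimated correlation). Camp, Ngp, S100a8, which encodes a subunit of calprotectin and rose by 3.95 (SE 0.25), and the iron-sequestering Lcn2, which rose by 4.22 (SE 0.28), rose in C1 by at most 1.5 times their smallest rise in UMIs per cell in any other cluster. Camp gave 0.989 and 1.84 UMIs per cell in C1 of URE replicates 1 and 2 and 1.13 and 2.40 in their erythroid cluster C8, against 0.0105 and 0.0151 in C1 of WT replicates 1 and 2. Ctsg, the granule protease cathepsin G, was singled out after its values were seen. It rose by 1.52 (SE 0.21) and gave 10.2 and 13.3 UMIs per cell in URE and 2.88 and 3.89 in WT cells of C1, beside 3.45 and 3.45 in URE and 1.20 and 0.833 in WT cells of C8. Its adjusted p was 0.0727 without URE replicate 1 and 0.0790 without URE replicate 2. Of the 6 measured genes of the monocyte and macrophage list, none rose and 3 fell (1 and 4 adjusted over the list alone, camera adjusted p = 5.54e-11, adjusted p = 0.256 with an estimated correlation). Besides Ms4a6c, these were the lysosomal protease gene Ctss, which fell by 3.98 (SE 0.24), and the lysozyme gene Lyz2, which fell by 2.06 (SE 0.16).

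Of the 27 measured cytokine receptor genes, 1 rose and 12 fell in C1 (4 and 13 adjusted over the list alone, camera adjusted p = 6.84e-05, adjusted p = 0.256 with an estimated correlation). They included Il1r1, the receptor of interleukin 1, which fell by 3.05 (SE 0.21), Tnfrsf13b, a receptor for B cell survival factors, which fell by 2.58 (SE 0.29), and Flt3, the receptor tyrosine kinase of early lymphoid and dendritic progenitors, which fell by 2.17 (SE 0.19). The lymphoid list had 0 of 10 measured genes up and 5 down (1 and 7 adjusted over the list alone, camera adjusted p = 5.38e-05, adjusted p = 0.256 with an estimated correlation), with Flt3, Cd79b, a component of the B cell receptor, which fell by 1.88 (SE 0.14), and the immunoglobulin gene Ighm, which fell by 1.38 (SE 0.17). Among genes induced by interferon, 0 of 17 rose and 6 fell (0 and 9 adjusted over the list alone, camera adjusted p = 1.72e-06, adjusted p = 0.443 with an estimated correlation), among them Ifi27l2a, which fell by 4.68 (SE 0.31), and the GTPase gene Gbp3, which fell by 2.22 (SE 0.21). The megakaryocyte list had 3 of 8 genes up and none down (5 and 0 adjusted over the list alone, camera adjusted p = 0.00265, adjusted p = 0.306 with an estimated correlation), among them the thrombin receptor gene F2r, up by 1.90 (SE 0.16). The basophil and mast cell list had 2 of 5 up and none down (3 and 0 adjusted over the list alone, camera adjusted p = 0.0209, adjusted p = 0.646 with an estimated correlation), including Gzmb. The 35 measured genes of G2 and M phase had 0 up and 6 down (0 and 26 adjusted over the list alone, camera adjusted p = 1.06e-06, adjusted p = 0.611 with an estimated correlation). The 30 of S phase had 0 up and 1 down (0 and 1 adjusted over the list alone, camera adjusted p = 0.0167, adjusted p = 0.746 with an estimated correlation). The mature B cell list had 1 of 2 genes down, Cd79b, and none up (0 and 1 adjusted over the list alone, camera adjusted p = 0.0250, adjusted p = 0.443 with an estimated correlation). By fry, the basophil and mast cell, interferon, G2 and M phase and S phase lists did not pass in C1 (adjusted p = 0.178, 0.103, 0.0982 and 0.204).

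Genes of autophagy rose in part in C1, with 5 of 44 measured members up and none down (5 and 0 adjusted over the list alone, camera adjusted p = 0.0209, adjusted p = 0.746 with an estimated correlation, and not past the threshold by fry, adjusted p = 0.203). Among them, Sqstm1, the cargo receptor p62, rose by 0.87 (SE 0.13). Its call was lost without URE replicate 1 (adjusted p = 0.136) or URE replicate 2 (adjusted p = 0.0752). Of the 7 genes the study singled out from its knockdown screen or its comparison with human leukemia, together with the anti-apoptotic Bcl2, 3 rose and none fell (5 and 0 adjusted over the list alone, camera adjusted p = 0.000142, adjusted p = 0.384 with an estimated correlation). Plekha5 rose by 2.61 (SE 0.20), Rab37, a GTPase gene of vesicle transport, by 1.05 (SE 0.11), and Bcl2 by 0.69 (SE 0.11). Rab37 lost its call without URE replicate 1 (adjusted p = 0.0575), and Bcl2 without URE replicate 1 (adjusted p = 0.182), URE replicate 2 (adjusted p = 0.106) or WT replicate 2 (adjusted p = 0.0610). Vmp1, which acts in autophagosome formation, stood at 0.62 (SE 0.17) with an adjusted p of 0.0983, Acss2 at 0.31 (SE 0.20), Fbxl8 at -0.04 (SE 0.16) and 1700017B05Rik at 0.57 (SE 0.12), none past the threshold. Under some other settings Vmp1 and 1700017B05Rik in C1 passed, among them DESeq2 (adjusted p = 0.0411 and 0.0196). Of the 12 measured genes that the study's text names as lower in URE cells, 7 fell and none rose (9 and 0 adjusted over the list alone, camera adjusted p = 8.84e-13, adjusted p = 0.232 with an estimated correlation). Cd34, a surface marker of progenitors, fell by 1.74 (SE 0.18), as did Spi1, Flt3 and Il1r1. The adjusted p of Mki67, Csf2ra, Casp3, Hoxa9 and Ccnd2 was 0.0550, 0.0755, 0.595, 0.776 and 0.957, with changes of -0.68 (SE 0.15), -0.60 (SE 0.15), -0.14 (SE 0.14), -0.08 (SE 0.14) and -0.02 (SE 0.16). Under some other settings Mki67 and Csf2ra in C1 passed, among them DESeq2 (adjusted p = 0.00187 and 0.0452). The study chose both of these lists on the same mice, so they are not independent evidence of a direction.

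The remaining lists did not rank high or low in C1. Stem cell genes had 2 of 18 up and 4 down, erythroid genes 1 of 8 up and 1 down, and dendritic cell genes 0 of 4 up and 1 down, the MHC class II gene H2-Ab1, which fell by 1.67 (SE 0.12). JAK-STAT genes had 1 of 17 up and 1 down, the phosphatase gene Ptpn6, which fell by 1.23 (SE 0.10). Lysosome genes had 3 of 37 up and 7 down. Apoptosis genes had 2 of 19 up and none down, and myeloid transcription factors 3 of 23 up and 1 down, with Mycn up by 2.41 (SE 0.13). The lists of handling stress (10 measured) and of T and NK cells (1 measured) had 0 and 0 genes up and 0 and 0 down, and that of tissue macrophages and stroma 1 of 2 up. Members of some lists moved both ways. The median change was 0.11 and the mean -0.39 for erythroid genes, the median -0.05 and the mean 0.12 for apoptosis genes, and the median 0.08 and the mean 0.09 for JAK-STAT genes, which camera placed downward.

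In C2, the intermediate stage, 1297 of 9277 genes changed, 709 up and 588 down. URE cells carried less RNA of most measured monocyte genes and part of the cytokine receptors, and more of part of the neutrophil granule genes. No list passed with an estimated correlation, a setting that cannot decide whether the calls hold. The 8 largest rises were in Trat1 by 8.10 (SE 0.36), Ednra, the endothelin receptor, with a ratio of 148 (95% counting interval 50.6 to 721) over 3 WT counts, Ngp by 6.28 (SE 0.50) and Camp by 6.05 (SE 0.31). Next came Tinagl1, a matrix glycoprotein gene, with a ratio of 68.3 (95% counting interval 23.2 to 333) over 3 WT counts, Myo1b, a myosin gene, by 5.81 (SE 0.35), Arpp21 by 5.75 (SE 0.58) and Qrfp by 5.65 (SE 0.38). Among genes that met the detection rule for named genes, the largest falls were in Ms4a6c, which fell by 8.38 (SE 0.21), the transcription factor gene Tfec, which fell by 7.15 (SE 0.23), and Kcnk12, a potassium channel gene, which fell by 6.90 (SE 0.59). Others were Pkib, a protein kinase A inhibitor, which fell by 6.35 (SE 0.49), Lmo1, a transcriptional cofactor, which fell by 6.34 (SE 0.27), the protease gene Klk8, which fell by 6.18 (SE 0.19), the inhibitory receptor gene Cd300a, which fell by 6.06 (SE 0.41), and Ms4a3, a marker of granulocyte-monocyte progenitors, which fell by 5.94 (SE 0.18). Ms4a3 stood at 7.81 ± 1.31 against 483 ± 37.1 CPM (SD, n = 2 mice per genotype). Without URE replicate 1, URE replicate 2 or WT replicate 1, 471, 636 and 821 genes passed.

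Of the 10 measured genes of the monocyte and macrophage list, 8 fell in C2 and none rose (8 and 0 adjusted over the list alone, camera adjusted p = 9.18e-29, adjusted p = 0.115 with an estimated correlation). Csf1r, the receptor that monocytes need to differentiate, fell by 6.82 (SE 0.30), Ly86 fell by 6.45 (SE 0.44) and Cd68, a lysosomal membrane protein of macrophages, fell by 3.58 (SE 0.21). The neutrophil granule list had 10 of 17 genes up and 3 down, among the latter Ms4a3 (11 and 3 adjusted over the list alone, camera adjusted p = 5.99e-09, adjusted p = 0.176 with an estimated correlation), with S100a9 up by 4.03 (SE 0.25). URE replicates 1 and 2 held 1.71 and 2.62 S100a9 UMIs per cell in C2 and 1.68 and 2.55 in the erythroid cluster C8. The 8 members at least 10 times richer in C4 than in C3, Camp, Ngp and S100a9 among them, rose alike in both clusters. Their rise was 7.49 UMIs per cell in C2 and 6.80 in C8, whereas that of the whole list was 84.2 and 15.2. Cytokine receptors had 4 of 25 up and 10 down (5 and 13 adjusted over the list alone, camera adjusted p = 1.75e-05, adjusted p = 0.210 with an estimated correlation). They included Il6ra, the interleukin 6 receptor, which fell by 3.40 (SE 0.24), and Ifngr2, a chain of the interferon gamma receptor, which fell by 2.39 (SE 0.23). Stem cell genes had 0 of 14 up and 4 down (0 and 4 adjusted over the list alone, camera adjusted p = 0.0127, adjusted p = 0.615 with an estimated correlation), with the homeobox gene Meis1, which fell by 2.19 (SE 0.28). Interferon-induced genes had 1 of 14 up and 5 down (1 and 6 adjusted over the list alone, camera adjusted p = 0.00420, adjusted p = 0.407 with an estimated correlation), and Ifi27l2a fell by 4.84 (SE 0.51). By fry, neither the stem cell list nor the interferon list passed in C2 (adjusted p = 0.152 for each). Autophagy genes had 6 of 48 up and 1 down (7 and 1 adjusted over the list alone, camera adjusted p = 0.0205, adjusted p = 0.407 with an estimated correlation), with Optn, a cargo receptor, up by 2.33 (SE 0.18) and Atg12, a ubiquitin-like protein of autophagosome growth, up by 1.01 (SE 0.10). Markers outside the gate moved as well, with both measured genes of the tissue macrophage and stroma list up (camera adjusted p = 0.00116, adjusted p = 0.407 with an estimated correlation), including Pecam1, an adhesion molecule that progenitors also carry, by 1.58 (SE 0.10). The mature B cell list had 1 of 2 up and 1 down (camera adjusted p = 0.0314, adjusted p = 0.407 with an estimated correlation), and its Cd79b fell by 2.56 (SE 0.14). Of the lists drawn from the study's text, and so not independent, the screen list had 3 of 7 up and 0 down (3 and 0 adjusted over the list alone, camera adjusted p = 0.0143, adjusted p = 0.407 with an estimated correlation), with Plekha5 up by 1.87 (SE 0.21) and Rab37 by 1.46 (SE 0.13). Acss2 stood at 0.89 (SE 0.32), 1700017B05Rik at -0.13 (SE 0.13) and Bcl2 at 0.01 (SE 0.15), none of these past the threshold. The list named as lower had 11 of 14 down and 0 up (12 and 0 adjusted over the list alone, camera adjusted p = 2.52e-20, adjusted p = 0.115 with an estimated correlation). Single genes of lists that did not rank high or low rose as well, among them the basophil protease gene Mcpt8 by 2.20 (SE 0.11) and the lymphoid transcription factor gene Gata3 by 3.83 (SE 0.32).

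In C3, the neutrophil progenitors, 1420 of 9233 genes changed, 812 up and 608 down. Most measured monocyte genes stood lower in URE cells, and part of the neutrophil granule genes stood higher. No list passed with an estimated correlation, which could hardly happen at 2 mice per genotype. The 8 largest rises were in Trat1, which was at 0 counts in WT and at least 501-fold higher in URE (floor of 3 counts over the group), Thbs1, the matrix and platelet glycoprotein thrombospondin, by 8.74 (SE 1.81), Ptprn, a protein of secretory granules, by 5.75 (SE 0.28), and the transcription factor gene Plagl1 by 5.71 (SE 0.37). After them came Perp, a p53 target, by 5.28 (SE 0.27), Slc27a3 by 5.19 (SE 0.20), Rbpms2, an RNA-binding protein gene, by 5.19 (SE 0.35), and Ngp by 4.92 (SE 0.58). Among genes that met the detection rule for named genes, the largest falls were in Mgl2, a lectin gene of macrophages and dendritic cells, at 0 counts in URE and at least 753-fold lower, Kcnk12, which fell by 7.42 (SE 0.75), the proteoglycan gene Gpc1, which fell by 7.24 (SE 0.31), and Ms4a6c, which fell by 7.03 (SE 0.24). Further falls were in the lectin receptor gene Clec4a2, which fell by 6.75 (SE 0.28), Ldhb, a lactate dehydrogenase gene, which fell by 6.69 (SE 0.40), Lmo1, which fell by 6.10 (SE 0.18), and Oas1g, an antiviral enzyme gene, which fell by 5.80 (SE 0.52). Leaving out URE replicate 1, URE replicate 2, WT replicate 1 or WT replicate 2 left 706, 626, 601 and 635 genes. The call of Thbs1 was lost without WT replicate 1 (adjusted p = 0.124) or WT replicate 2 (adjusted p = 0.136).

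The monocyte and macrophage list had 1 of 12 measured genes up and 8 down in C3 (1 and 9 adjusted over the list alone, camera adjusted p = 4.79e-11, adjusted p = 0.313 with an estimated correlation). Cd14, a receptor of bacterial lipopolysaccharide, fell by 6.60 (SE 1.03), Csf1r fell by 4.49 (SE 0.23) and Mpeg1, a pore-forming protein of macrophages, fell by 4.12 (SE 0.35). Cd14 held 5 URE counts, and its change ranged from −10.11 to −5.55 with 1 mouse left out. The neutrophil granule list had 7 of 19 genes up and 3 down (8 and 4 adjusted over the list alone, camera adjusted p = 0.0398, adjusted p = 0.526 with an estimated correlation). Camp rose by 4.42 (SE 0.26) and Lcn2 by 2.54 (SE 0.11), while Ms4a3 fell by 2.59 (SE 0.14). Autophagy genes had 7 of 48 up and 0 down (7 and 0 adjusted over the list alone, camera adjusted p = 0.0209, adjusted p = 0.475 with an estimated correlation), with Optn up by 2.09 (SE 0.14) and Atg12 by 1.32 (SE 0.12). S phase genes had 0 of 31 up and 3 down (0 and 3 adjusted over the list alone, camera adjusted p = 0.0120, adjusted p = 0.359 with an estimated correlation). All 3 measured genes of the tissue macrophage and stroma list rose (3 adjusted over the list alone, camera adjusted p = 9.47e-06, adjusted p = 0.313 with an estimated correlation). They were Pecam1, up by 3.02 (SE 0.16), the iron exporter gene Slc40a1, up by 1.74 (SE 0.11), and the adhesion molecule gene Vcam1, up by 1.41 (SE 0.14). Of the lists drawn from the study's text, the screen list had 4 of 7 up and none down (5 and 1 adjusted over the list alone, camera adjusted p = 0.00170, adjusted p = 0.359 with an estimated correlation), with Rab37 up by 3.17 (SE 0.15) and Plekha5 by 1.69 (SE 0.21). Acss2 stood at 1.20, Fbxl8 at 0.85, Bcl2 at 0.62, Vmp1 at 0.24 and 1700017B05Rik at -0.41. By the test within mice, the effect minus that in C1 was 0.87 (SE 0.28, adjusted p = 0.0384) for Acss2. It was 0.92 (SE 0.20, adjusted p = 0.00333) for Fbxl8 and -0.97 (SE 0.15, adjusted p = 0.000213) for 1700017B05Rik. The list named as lower had 8 of 10 down and none up (9 and 0 adjusted over the list alone, camera adjusted p = 4.79e-11, adjusted p = 0.313 with an estimated correlation). In it Csf2ra, a chain of the GM-CSF receptor, fell by 2.29 (SE 0.12), Meis1 fell by 2.49 (SE 0.24), the cell cycle gene Ccnd2 fell by 1.15 (SE 0.13) and the executioner caspase gene Casp3 fell by 1.16 (SE 0.15). Cytokine receptors had 3 of 24 up and 6 down and did not rank low as a list (camera adjusted p = 0.0914), although Il6ra fell by 2.85 (SE 0.22). Among single genes, Ifitm1 rose by 3.12 (SE 0.33) and Bbc3, which encodes a pro-apoptotic protein, by 1.96 (SE 0.19). The mast cell protease gene Cpa3 rose by 2.76 (SE 0.25) and the basophil protease gene Mcpt8 by 2.07 (SE 0.11).

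**Figure D2:**
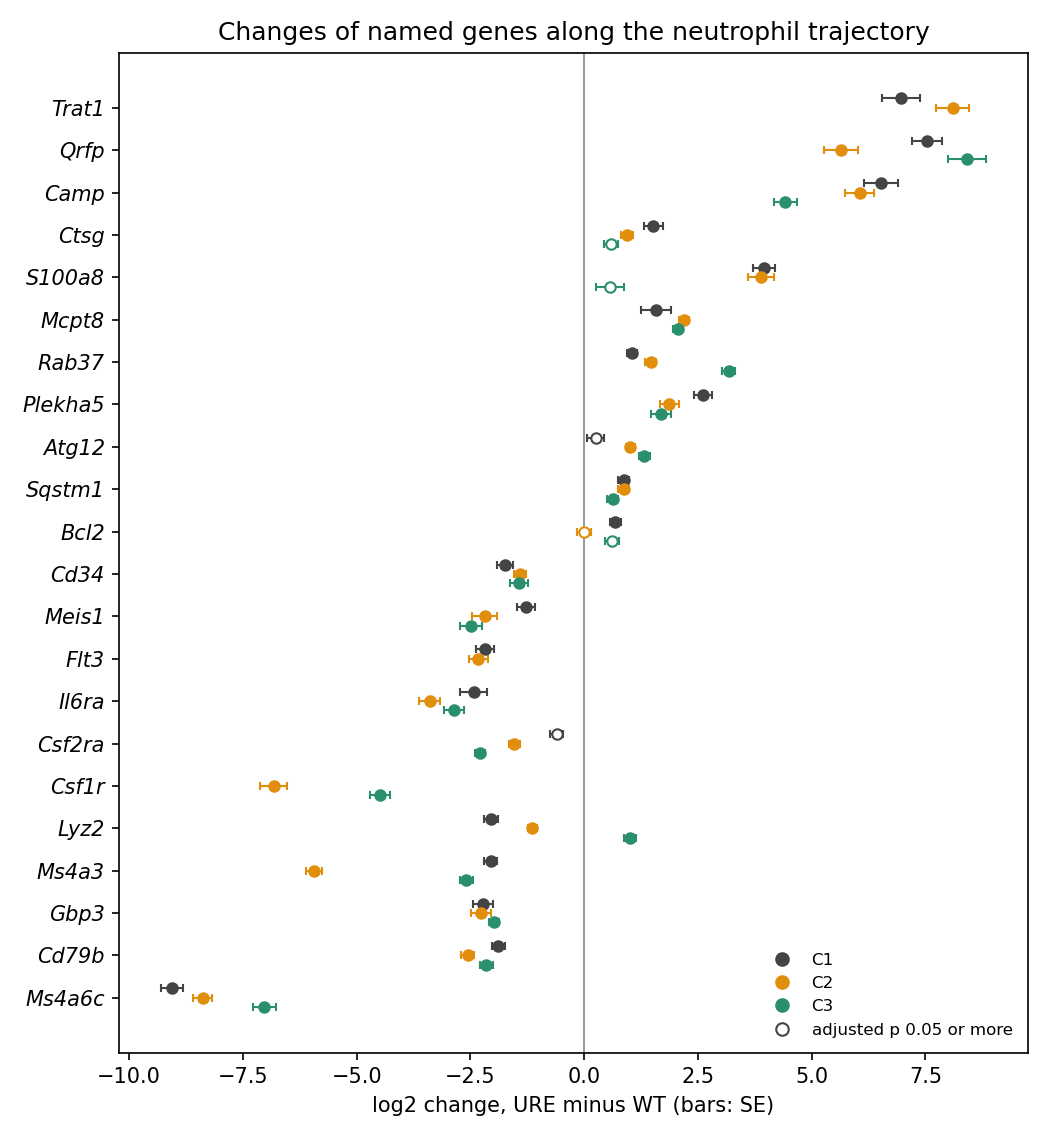
Change of named genes in C1, C2 and C3 (log2, URE minus WT), with bars for the SE and open symbols where the adjusted p was 0.05 or more. Clusters where a gene was not tested have no symbol, and Trat1 is not drawn in C3, where WT counts were 0. Ms4a6c, Cd79b and Gbp3 lie left of 0 in all 3 clusters, while Lyz2 lies left of 0 in C1 and right of it in C3.

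Whether the enhancer's loss acted differently on stem cells and neutrophil progenitors was tested as a difference of the genotype effect between C1 and C3, with mouse as a block. The effect differed for 1985 of 9684 genes, being higher in C3 for 1237 and lower for 748. Rab37, Pecam1 and Ifitm1 had higher effects in C3, by 2.13 (SE 0.16), 2.27 (SE 0.14) and 3.11 (SE 0.15). Effects in C3 were lower for Ldhb, the metabolic enzyme, by a difference of -4.41 (SE 0.22), for Csf2ra of -1.68 (SE 0.16), for the homeobox gene Hoxa9 of -1.57 (SE 0.21), for Ccnd2 of -1.12 (SE 0.13) and for Casp3 of -1.01 (SE 0.15). Lyz2 fell by 2.06 (SE 0.16) in C1 and rose in C3, to 194 ± 13.1 against 97.1 ± 11.1 CPM (SD, n = 2 mice per genotype), a difference of the log2 changes of 3.07 (SE 0.15). The call of Lyz2 in C3 was lost without WT replicate 2 (adjusted p = 0.0541). The log2 rises of S100a8 and Camp were smaller in C3 than in C1, with differences of -3.44 (SE 0.27) and -2.00 (SE 0.40). In UMIs per cell, however, Camp rose more in C3 (4.08 in URE against 0.177 in WT cells) than in C1 (1.41 against 0.0128). The largest adjusted p of these genes was 0.00188, for Camp. The differences were 0.32 (SE 0.16) for Cd34, -0.26 (SE 0.15) for Cd79b and 0.24 (SE 0.19) for Gbp3, with adjusted p of 0.186, 0.253 and 0.415.

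Outside the neutrophil trajectory, the comparison asked which changes were measured in the clusters of the other lineages. In the monocyte progenitors of C5, with 37 and 89 URE cells, 496 of 9494 genes changed, 320 up and 176 down. Trat1, Thbs1, Ednra and Plagl1 rose most, with 1, 1, 2 and 3 WT counts and ratios of 884 (95% counting interval 154 to 35330.3), 1604 (95% counting interval 283 to 63771), 491 (95% counting interval 132 to 4116) and 371 (95% counting interval 123 to 1828). Klk8 and Kcnk12 were at 0 counts in URE cells and at least 50.2-fold and 44.4-fold lower, and Ldhb and the keratin gene Krt18 stood at 2 and 1 URE counts, with WT over URE ratios of 64.5 (95% counting interval 17.8 to 533) and 54.8 (95% counting interval 9.80 to 2169). The neutrophil granule list had 14 of 20 genes up and 1 down in C5 (16 and 1 adjusted over the list alone, camera adjusted p = 2.06e-36, adjusted p = 0.399 with an estimated correlation). The monocyte list had 2 of 21 up and 5 down (4 and 10 adjusted over the list alone, camera adjusted p = 0.00122, adjusted p = 0.704 with an estimated correlation). The classifier used for reassignment gave the authors' label for 57.1% of URE cells and 88.9% of WT cells of C5. The changes in C5 are therefore not shown to lie within monocyte progenitors. At equal cells and depth, 190 of the 496 calls passed in the same direction. The gene count in C5 was 309 without URE replicate 2 and 781 without WT replicate 2. Without URE replicate 2, the adjusted p was 0.101 for Thbs1 and 0.0659 for Kcnk12.

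In the basophil progenitors of C6, 248 of 8350 genes changed, 107 up and 141 down. Camp, Ngp, Trat1 and F10, the coagulation factor X gene, rose most, with 3, 1, 1 and 1 WT counts and ratios of 84.9 (95% counting interval 28.8 to 413), 108 (95% counting interval 19.2 to 4301), 87.6 (95% counting interval 15.5 to 3485) and 76.4 (95% counting interval 13.4 to 3040.1). Ms4a6c, Ms4a6b and Igsf6 fell most, with 2, 3 and 3 URE counts and WT over URE ratios of 159.8 (95% counting interval 43.7 to 1328), 59.1 (95% counting interval 19.7 to 291) and 51.1 (95% counting interval 17.0 to 252), followed by Rnase6, which fell by 5.05 (SE 0.40). The genes of basophils and mast cells had 1 of 9 up and 3 down in C6 (1 and 4 adjusted over the list alone, camera adjusted p = 0.000758, adjusted p = 0.359 with an estimated correlation). Lists of other cell types moved as well. Those of erythroid cells and of tissue macrophages and stroma ranked high (camera adjusted p = 0.0153 and 0.0434). Those of dendritic cells, mature B cells and stem cells ranked low (camera adjusted p = 0.0153, 0.0264 and 0.0486). S phase genes had 0 of 29 up and 3 down (0 and 19 adjusted over the list alone, camera adjusted p = 9.55e-12, adjusted p = 0.286 with an estimated correlation), and the 1 measured eosinophil gene did not pass. The neutrophil granule list had 6 of 15 genes up and 2 down in C6 (8 and 3 adjusted over the list alone, camera adjusted p = 4.92e-05, adjusted p = 0.350 with an estimated correlation). Camp gave 0.953 and 1.84 UMIs per cell in C6 of URE replicates 1 and 2, beside 1.13 and 2.40 in C8. Its rise was therefore not particular to C6, and induction in basophil progenitors is not shown. Without URE replicate 1, 88 genes passed in C6.

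In the megakaryocyte progenitors of C7, 225 of 8786 genes changed, 108 up and 117 down. Gzmb rose most, with 2 WT counts and a ratio of 472 (95% counting interval 130.3 to 3899), followed by Camp by 6.85 (SE 0.43), Ngp by 5.50 (SE 0.62) and Qrfp by 4.63 (SE 0.36). Adgrl4, an adhesion receptor gene of endothelium, fell by 7.10 (SE 0.46), Rnase6 fell by 6.42 (SE 0.45), Ncf2, a subunit of the phagocyte oxidase, fell by 3.62 (SE 0.27), and Nckap1l, an actin regulator of blood cells, fell by 3.48 (SE 0.20). Rnase6 held 5 URE counts, and its change ranged from −10.35 to −5.77 with 1 mouse left out. The megakaryocyte list had 1 of 13 genes up and 2 down and did not rank high or low (camera adjusted p = 0.942). Lists of other cell types did, with those of basophils and mast cells and of tissue macrophages and stroma high (camera adjusted p = 1.03e-08 and 0.0132). The monocyte and macrophage list ranked low (camera adjusted p = 0.0262). The neutrophil granule list had 8 of 15 up and 1 down (11 and 1 adjusted over the list alone, camera adjusted p = 5.27e-27, adjusted p = 0.169 with an estimated correlation). Camp gave 0.995 and 1.94 UMIs per cell in C7 of URE replicates 1 and 2, a level like that in C8, so induction in megakaryocyte progenitors is not shown. Of the 108 rises, 23 were at most 1.5 times the gene's smallest rise in UMIs per cell in the other clusters.

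In the erythroid progenitors of C8, 75 of 8815 genes changed, 51 up and 24 down. The granule genes Ngp, Camp and S100a9 rose by 6.51 (SE 0.55), 6.42 (SE 0.37) and 4.33 (SE 0.21), and Trat1 by 4.82 (SE 0.53). Tspan8 fell by 2.93 (SE 0.20), Nckap1l fell by 2.63 (SE 0.28) and Bex4 fell by 2.41 (SE 0.16), beside Spi1. The neutrophil granule list had 6 of 15 genes up and none down (13 and 1 adjusted over the list alone, camera adjusted p = 2.90e-38, adjusted p = 0.348 with an estimated correlation). The erythroid list had 0 of 17 up and 0 down (1 and 5 adjusted over the list alone, camera adjusted p = 0.0398, adjusted p = 0.651 with an estimated correlation). Lists of other cell types ranked high, those of basophils and mast cells, megakaryocytes, tissue macrophages and stroma, and monocytes (camera adjusted p = 3.42e-05, 0.000234, 0.000879 and 0.0247). The monocyte list had 4 measured genes and a median change of 0.74 here, and 0 passed. The dendritic cell list ranked low (camera adjusted p = 0.00982). Without genes whose change in UMIs per cell was at most 1.5 times their smallest change in the other clusters, 31 rose and 22 fell in C8. The calls in C8 rested on both URE mice. Without URE replicate 1, 2 genes passed, and without URE replicate 2 edgeR called 0, with 1116 at an unadjusted p under 0.05 (DESeq2 called 518 on all 4 mice), whereas 495 passed without WT replicate 1 and 187 without WT replicate 2. The adjusted p of S100a9, Trat1, Tspan8, Nckap1l and Bex4 was 0.0671, 0.179, 0.172, 0.182 and 0.175 without URE replicate 1 and 0.115, 0.131, 0.132, 0.221 and 0.132 without URE replicate 2, and that of Camp and Ngp was 0.0515 and 0.115 without URE replicate 2.

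The mice also differed in the make-up of their progenitors. Neutrophil progenitors of C3 and preNeu cells of C4 took a larger share in URE mice, while monocyte progenitors of C5 were nearly absent and erythroid progenitors of C8 were reduced. C3 held 34.7 ± 2.68% of URE and 16.4 ± 7.53% of WT cells (SD, n = 2 mice per genotype), a log2 change of 1.08 (SE 0.31, adjusted p = 0.00634). C4 held 4.60 ± 1.87% and 0.110 ± 0.0693%, a change of 5.39 (SE 0.47, adjusted p = 1.83e-08). C5 held 1.11 ± 0.433% and 18.6 ± 1.75%, a change of −4.04 (SE 0.35, adjusted p = 1.83e-08). C8 held 9.10 ± 1.58% and 21.1 ± 4.23%, a change of −1.21 (SE 0.30, adjusted p = 0.00280). In each of these clusters both URE mice lay on 1 side of both WT mice. C1, with 24.8% and 23.1%, C2, with 15.9% and 11.6%, C6 and C7 did not pass. The genes that define clusters differ between the genotypes, so cells were also reassigned on 285 marker genes not called between them. The mean shares were then 36.2% and 17.9% in C3, 6.55% and 0.480% in C4, 1.20% and 18.9% in C5 and 7.40% and 18.6% in C8, and C3 no longer passed (adjusted p = 0.101). The call in C3 was also lost without URE replicate 1 (adjusted p = 0.0931), URE replicate 2 (adjusted p = 0.0519) or WT replicate 1 (adjusted p = 0.203), and that in C8 without URE replicate 1 (adjusted p = 0.0893) or WT replicate 1 (adjusted p = 0.0581).

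**Figure D3:**
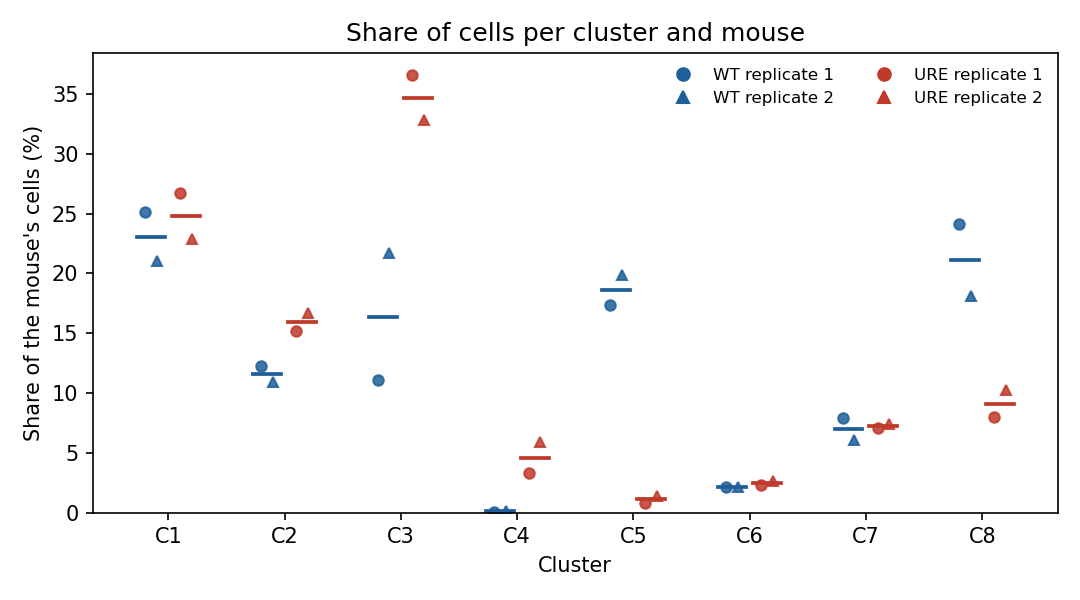
Share of each mouse's cells in the 8 clusters (%), with a point per mouse and a bar at the mean of each genotype. C3 and C4 lie higher in both URE mice, and C5 and C8 lie higher in both WT mice.

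The last comparison scored single cells of C1 and C2 for both lineages. The neutrophil granule score was higher in URE mice in C1, at 0.546 and 0.577 against 0.389 and 0.382 in WT mice, and higher in C2, with a difference of 0.214. The monocyte score was lower, at 0.0605 and 0.0627 against 0.140 and 0.136 in C1, and with a difference of −0.101 in C2. Along the study's pseudotime C1 was divided into 3 parts of equal size. In the first, middle and last part the neutrophil score differed by 0.208, 0.188 and 0.152 and the monocyte score by −0.0643, −0.0713 and −0.0902. Both URE mice lay on the same side of both WT mice in each case, and an exact permutation test of 2 against 2 cannot go below p = 0.333. Camp, Ngp and S100a8, which enter the neutrophil score, had a like number of UMIs per URE cell in C1, C6, C7 and C8. In C8 the members of the list together gave 21.6 and 23.9 UMIs per URE cell and 9.42 and 5.68 per WT cell, beside 30.8 and 35.8 and 24.8 and 20.9 in C1. In the basophil cluster C6 they gave 52.1 and 52.5 per URE cell and 48.5 and 51.6 per WT cell.

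**Figure D4:**
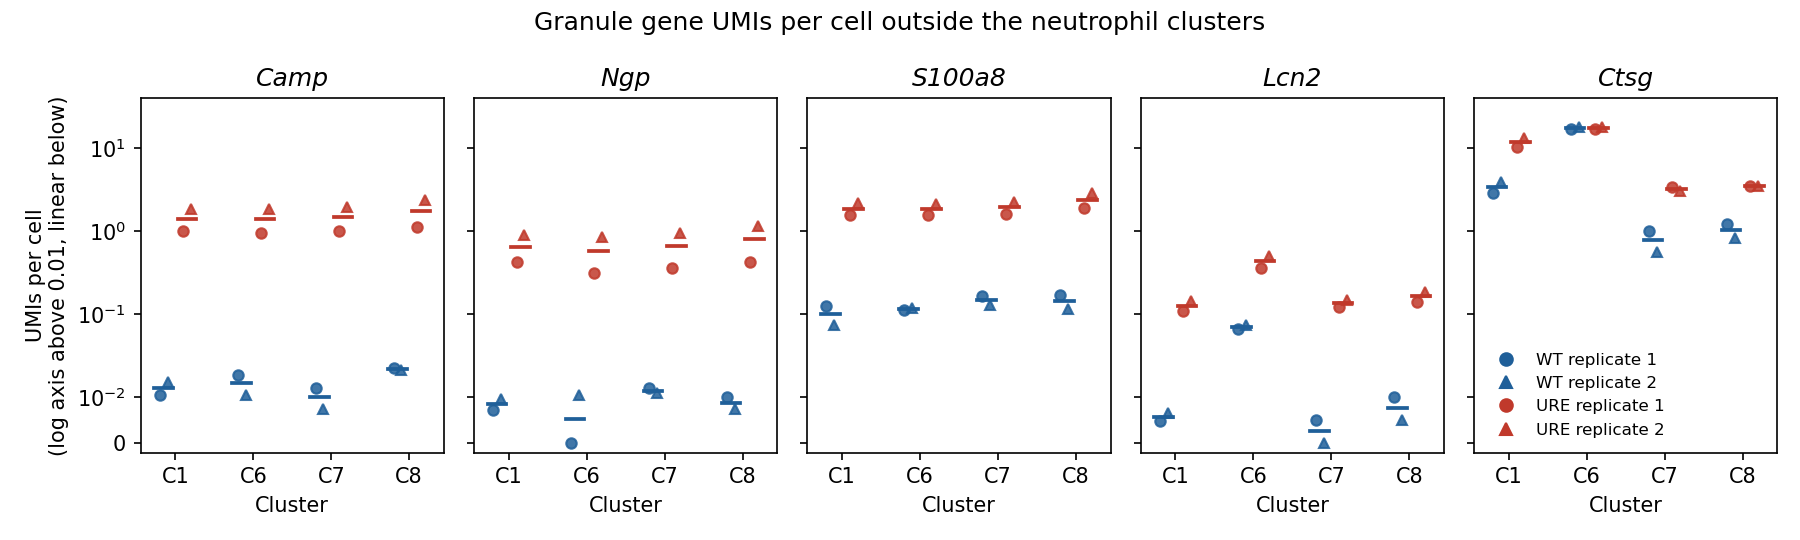
UMIs per cell of 5 granule genes in C1 and in the basophil, megakaryocyte and erythroid clusters C6, C7 and C8, with a point per mouse and a bar at the mean of each genotype. Camp, Ngp and S100a8 lie at a like level in all 4 clusters of a URE mouse, whereas Ctsg gave 10.2 and 13.3 UMIs per URE cell in C1 and 3.45 and 3.45 in C8.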

Values the study reported

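The study reported that C1 cells of URE mice kept 2.3% of the PU.1 level of WT cells. From pseudobulk tests with DESeq2 in C1, C2 and C3 (FDR below 0.005, fold change above 1.5, 2 mice per genotype) it reported 1919 differential genes, which it grouped into signatures of 270, 591, 346 and 712 genes.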

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

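The tests of the Spi1 UMIs left in C1 and of barcodes with few UMIs were chosen after the results were seen. The log2 change of Spi1 between the genotypes differed between C1 and each other tested cluster, and minus that in C1 it was 1.79 in C2, 2.89 in C3, 3.42 in C5, 3.15 in C6, 1.97 in C7 and 2.31 in C8. A candidate explanation for the Spi1 UMIs left in URE cells of C1 is free RNA from other URE cells. Per URE cell, C1 held 1.23 times the Spi1 UMIs of the erythroid cluster C8 (95% interval 0.861 to 1.78), with ratios of 0.875 and 1.52 in URE replicates 1 and 2, so the level in C1 may lie below the 2.52% of WT that was measured. The same free RNA could make up the URE signal in C8 and part of that in C7, so the differences of these clusters from C1 do not show another effect of the allele. Weak transcription without the enhancer stays open as the biological explanation.

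The effect of the URE allele differed between C1 and C3 for 1985 genes by the test within mice.

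Dendritic-like barcodes were counted in the unfiltered set. They made up 0.0724% and 0.0784% of barcodes in URE replicates 1 and 2 (5 of 6908 and 7 of 8926, exact Clopper-Pearson 95% intervals 0.0235% to 0.169% and 0.0315% to 0.162%) and 1.52% and 1.41% in WT replicates 1 and 2 (104 of 6840 and 76 of 5400, intervals 1.24% to 1.84% and 1.11% to 1.76%). More barcodes with few UMIs in the URE libraries could dilute the share, but without barcodes under 1500 UMIs the WT to URE ratio was 17.4 against 19.4 with them, 0.895 of its value, which argues against that as the main source. The filtering removed 1 of the 5 and 3 of the 7 in URE replicates 1 and 2, and 69 of the 104 and 56 of the 76 in WT replicates 1 and 2. The others stayed in the filtered set that the comparisons above used. Irf8 is among the markers, and the study also names it for the monocyte progenitors of C5. The scarcity of these barcodes was therefore not separated from that of C5 in URE mice. A loss of dendritic progenitors in URE mice and a lower expression of the marker genes in such cells both stay open and were not tested.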

How the results depend on the processing

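All alternatives below were chosen before the data were examined, except 1 chosen after seeing the data. It left out genes whose change in UMIs per cell was at most 1.5 times the smallest change of the same direction in the other clusters, and kept 766 genes in C1, 1287 in C2, 1383 in C3, 487 in C5, 230 in C6, 193 in C7 and 53 in C8. These totals stay within 1.5 times the full counts, but the rises in C8 went from 51 to 31 and those in C7 from 108 to 85, while the falls in C8 went from 24 to 22. Of the genes called, only 1 in C5, without URE replicate 2, had the opposite sign under any alternative run. Spi1 kept its direction in all 7 clusters under the alternatives run for it. At the stricter adjusted p of 0.005 it no longer passed in C5 (0.00657) or C8 (0.0251). At an adjusted p of 0.05 its call was lost only in C8, where the change ranged from −3.08 to −2.67 with 1 mouse left out and the adjusted p was 0.188 and 0.211 without URE replicates 1 and 2. Without a filter 3238 genes passed in C1, 3388 in C2, 3830 in C3, 1047 in C5, 824 in C6, 1073 in C7 and 1875 in C8. The false share without a filter was 41.8% in a single simulated set of C1 with 200 genes changed, a share that does not carry over to these counts. With filterByExpr 1568 passed in C1, 2196 in C3 and 136 in C8. DESeq2 called 139 in C6 and 518 in C8. At equal cells and depth 203 passed in C5 and 171 in C8. With the replicate block 3045 passed in C1, 3993 in C2, 4025 in C3, 1926 in C5, 1139 in C6, 896 in C7 and 3158 in C8, and the residuals of the mice with like numbers correlated across genes at r between 0.402 and 0.714, although genes are not independent replicates and 2 pairs leave 1 residual degree of freedom. At a stricter adjusted p of 0.005 and a fold of 1.5, edgeR kept 168, 211, 233, 83, 48 and 23 genes in C1, C2, C3, C5, C6 and C7 and 0 in C8 (1900 at an unadjusted p under 0.05), and DESeq2 854 in C2, 314 in C5, 75 in C6 and 249 in C8. With 1 mouse left out the counts ranged from 279 to 810 in C1, 471 to 953 in C2, 601 to 706 in C3, 309 to 781 in C5, 88 to 281 in C6, 163 to 240 in C7 and 0 to 495 in C8. With library size only, 702 genes rose and 343 fell in C3, 692 and 414 in C2 and 277 and 101 in C5, a larger share of rises than with TMM. The stricter thresholds reduce what can pass by construction. Leaving out a mouse lowered the counts in some cases and raised them in others, as in C5 and C8, and the cause of these and the other shifts was not tested.

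The difference of the effect between C1 and C3 covered 905 genes at the stricter thresholds and 1432 to 1861 with 1 mouse left out. With an estimated correlation 0 of the 30 lists called in C1, C2 and C3 and 0 of the 40 called in C5, C6, C7 and C8 remained, while fry called 28 and 7, with 23 and 5 of the former calls among them. In C1 fry did not keep autophagy, interferon, G2 and M phase, S phase or basophils and mast cells. In C2 it did not keep stem cells or interferon. In the other lineages it kept the granule list in C5, S phase in C6 and lists drawn from the study's text. A list could hardly pass with an estimated correlation at 2 mice per genotype, so that setting cannot decide whether the calls hold. With 1 mouse left out 28 to 33 and 32 to 42 lists passed, with 24 to 26 and 31 to 35 of the former calls among them. Shares of cells in C4 and C5 kept their calls under the alternatives run for each, which leave C4 without a value outside C3 and C4. The change in C3 was 0.68 to 1.65 and in C8 −1.40 to −0.99 with 1 mouse left out, and reassignment gave 1.01 in C3 (adjusted p = 0.101). Among cells outside C3 and C4, C1, C2, C6 and C7 passed with changes of 0.57, 0.92, 0.67 and 0.52. The small changes in C1 and C7, which had not passed, turned negative with TMM over clusters (−0.0167 and −0.0653) and in C7 on reassignment (−0.124). With 1 mouse left out they ranged from −0.0184 to 0.238 in C1 and −0.122 to 0.248 in C7. The score differences kept their sign. They were 0.247 and 0.290 for neutrophil and −0.102 and −0.149 for monocyte genes in C1 and C2 with the authors' log2 values, 0.0999, 0.128, −0.0451 and −0.0592 after thinning to 2000 UMIs, and 0.246, 0.284, −0.193 and −0.124 over members detected in 5% of both genotypes. With 1 mouse left out they ranged from 0.160 to 0.191, 0.190 to 0.238, −0.0782 to −0.0747 and −0.105 to −0.0970. With at least 3 further markers the dendritic-like barcodes were 0.0313% in URE and 1.004% in WT mice. Among named genes that had not passed, Ccnd2 in C1 turned to 0.00642 without a filter and ranged from −0.205 to 0.164 with 1 mouse left out, Fbxl8 from −0.183 to 0.0795, and Hoxa9 from −0.215 to 0.0483. Vmp1, 1700017B05Rik, Mki67 and Csf2ra in C1, which had not passed, passed with DESeq2, without a filter and with the replicate block. The cause of these shifts was not tested. Depth limits what could be seen in C5, where 126 URE cells recovered 21.2% of genes changed 2-fold in simulated data.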

Other observations

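The tests of the granule members richest in C4, of Lcn2, Hp and Cebpe, and of Ctsg were chosen after the results were seen, and the tests of the whole granule list before. Interferon-induced genes ranked low in some clusters beyond C1 and C2, with 0 of 12 up and 3 down in C5 (1 and 4 adjusted over the list alone, camera adjusted p = 0.0205, adjusted p = 0.704 with an estimated correlation), 0 of 10 up and 3 down in C6 (0 and 5 adjusted over the list alone, camera adjusted p = 2.37e-05, adjusted p = 0.442 with an estimated correlation) and 0 of 13 up and 1 down in C7 (0 and 5 adjusted over the list alone, camera adjusted p = 0.000110, adjusted p = 0.369 with an estimated correlation). They did not rank low in C3 (1 of 12 up and 1 down, camera adjusted p = 0.638) or in C8 (0 of 12 up and 0 down, camera adjusted p = 0.556). Genes of G2 and M phase ranked low with 0 of 35 up and 2 down in C5 (0 and 3 adjusted over the list alone, camera adjusted p = 0.000116, adjusted p = 0.704 with an estimated correlation), 0 of 35 up and 0 down in C6 (0 and 18 adjusted over the list alone, camera adjusted p = 1.49e-09, adjusted p = 0.442 with an estimated correlation) and 0 of 35 up and 0 down in C8 (0 and 5 adjusted over the list alone, camera adjusted p = 8.28e-08, adjusted p = 0.348 with an estimated correlation), but not in C2, C3 or C7 (camera adjusted p = 0.321, 0.635 and 0.724). The interferon gene Gbp3 fell by 2.27 (SE 0.21) in C2 and by 1.98 (SE 0.12) in C3, as it did in C1. Over C1, C2 and C3 together, edgeR called 2149 genes, 335 of them in all 3 clusters. DESeq2 at an adjusted p under 0.005 and a fold over 1.5 called 1574, with 262 in all 3. The filtering removed 33.8% and 29.8% of the barcodes of URE replicates 1 and 2 and 28.0% and 18.4% of those of WT replicates 1 and 2, of which 992, 833, 180 and 4 held fewer than 1500 UMIs.

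The granule list was higher in URE cells of C1, and a candidate explanation is free RNA from the more numerous URE neutrophil progenitors, since the rise of the list's UMIs per cell from WT to URE in C1 was 0.689 times that in the erythroid cluster C8 (0.787 times for the 8 members at least 10 times richer in C4 than in C3, and 0.973 times for Lcn2, Hp and Cebpe). The sum over the whole list sets rises against falls. Its member Prtn3 fell in C1 from 9.87 and 6.50 UMIs per WT cell to 2.02 and 1.75 per URE cell. In C8 Prtn3 gave 2.25 and 1.26 UMIs per WT cell and 2.03 and 1.71 per URE cell. The ratio of 0.689 therefore does not measure the rising members alone. The 8 members rose alike in C1 and C6 (5.35 and 5.38 UMIs per cell), and within a URE mouse the ratio of Camp to S100a8 stayed alike in C1, C6, C7 and C8 (0.635, 0.612, 0.616 and 0.600 in URE replicate 1, and 0.844, 0.857, 0.857 and 0.839 in URE replicate 2) but lay below that in C4 (0.823 and 0.990), so C4 cells alone are not shown to be the source, and the whole list rose by 2.22 UMIs per cell in C6 against 10.5 in C1, a gap made by Ctsg (0.00490 against 8.34), and the 18 other members, Ctsg among them, fell by 3.16 in C6, so the cause for the whole list stays open. Ctsg stands apart, since its rise in C1 was 3.43 times that in C8 (2.58 times with the lower URE against the higher WT mouse), which argues against free RNA, and its score differed in the earliest part of C1 by 0.987 times the difference in the latest of 3 parts, which argues against a few later cells placed in C1. For the whole list the earliest part differed by 1.37 times the latest, and 0.570 of the score difference was left after every cell was thinned to 2000 UMIs, so later cells or deeper sequencing did not account for all of it. The 8 members that rose alike in C1 and C6 enter the score in every part. The comparison of parts therefore does not test the remaining members against later cells. Thinning also took the opposite difference of the monocyte score in C1 from −0.0765 to −0.0451, so the shrinkage does not measure the part of depth. Transcription of Ctsg in URE stem cells and early progenitors may therefore be raised, a hypothesis found and tested on the same data.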
